A study of Homo sapiens with 6 samples. Its data were reported in "Pharmacological inhibition of LSD1 triggers myeloid differentiation by targeting GSE1 oncogenic functions in AML" (2021).

How the data were processed

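Chromatin immunoprecipitation followed by sequencing (ChIP-seq) with an anti-V5 antibody was performed in NB4 cells, a human acute promyelocytic leukaemia line. The cells carried either a lentiviral construct expressing V5-tagged GSE1 or the empty vector (EV). GSE1-expressing cells were treated for 24 h with MC2580, an inhibitor of the histone demethylase LSD1, at 2 µM, or with the vehicle DMSO. The series comprised 6 libraries, of which 3 were V5 ChIPs and 3 were inputs (sonicated chromatin without immunoprecipitation). Each of the 6 groups held 1 library.

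Per the study's methods, the authors aligned the reads to hg38 with Bowtie, kept reads with a unique match and few mismatches, and called peaks with MACS at a p-value threshold of 1e-05 for each condition. Both the respective input and the EV ChIP served as background. How the calls against the backgrounds were combined was not stated, and no replicates were pooled. The processed data were 2 peak lists, and each was assigned to its condition from the name of the list. The EV ChIP and the inputs entered only through this background, so that their own values were not analysed here. Both lists shared the EV library as a control. Chance fluctuations of that library can therefore produce peaks common to both lists, and this share could not be simulated without reads.

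Each peak had a position and a score. The score was deposited by the authors and is the peak caller's own value, minus 10 times the log10 of its p-value, so that the calling threshold corresponds to a score of 50. It grows with sequencing depth, and many of the strongest peaks share the value 3100, so that scores there may not rank peaks. The score was used to describe, rank and filter peaks within a list, and scores of peaks found in both lists were set side by side as a description only. Read depth was unknown, and neither the number of peaks nor the scores were corrected for it.

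Coordinates are given in hg38, counted from 1. Genes, transcripts and exons were taken from GENCODE version 44, on chromosomes 1 to 22, X and Y. Peaks were classed, in this order, as promoter (within 3 kb of an annotated transcription start site, TSS), exon or untranslated region (UTR), intron, or distal intergenic. Peaks on unplaced or unlocalized sequences formed a class of their own. Peaks shared between lists overlapped by at least 1 bp, the rule of the study. The observed overlap was set beside 1000 random placements of the other list on the same chromosomes outside assembly gaps, and beside 200 local shifts, in which each peak of the other list moved by 10 to 500 kb.

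With 1 library per condition there was no replicate error, and no test between the conditions was made. Shares are given with Wilson 95% confidence intervals, and medians with 95% intervals from order statistics. These intervals cover counting error only, since peaks are not replicates. The spread of a ratio over the genome was described by a jackknife that left out each of 24 chromosomes in turn. The loss of promoter peaks was compared with the loss of other peaks by a two-sided Fisher's exact test, which compares peaks within these lists and not the conditions. Consensus words for 6 transcription factors or factor families were counted on both strands in 200 bp windows at peak centres and in windows 2000 bp to each side. These counts were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 12 combinations of word and list.

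The named loci were fixed before the data were examined. They were genes whose promoters the study's text or its ChIP-qPCR named (8 are given, and 1 more is not reported here), the GSE1 gene, and the 3 highest-scoring peaks of each list and of the peaks found in only 1 list, on chromosomes 1 to 22, X and Y. The alternatives were a score of at least 100, removal of unplaced sequences, removal of peaks wider than the 99th percentile of both lists (7875 bp), merging of peaks within 1 kb, other overlap rules, other promoter definitions, stratification by score or width, and 400 bp motif windows. A cut-off at the lowest score of the DMSO list, and removal of 1 Mb bins with at least 40 peaks of both lists together (an MC2580 peak overlapping a DMSO peak not being counted again), were chosen after seeing the data.

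Interval functions were tested on simulated data: all 2000 simulated peaks were assigned correctly, and a Mantel-Haenszel odds ratio made with 2 was recovered as 2.10 (95% interval 1.96 to 2.24) from 20000 simulated peaks. Of 2000 simulated windows, 500 carried a planted GFI1 word and 500 were found. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9.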

Results

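The study asked where V5-tagged GSE1, a protein that associates with LSD1, lies on chromatin in NB4 cells and how 24 h of treatment with the LSD1 inhibitor MC2580 changes this. The data analysed were 2 peak lists, one for DMSO-treated and one for MC2580-treated cells, each called on 1 V5 ChIP library against its input and the EV ChIP. There were no replicates, and the sequencing depth was unknown. Differences between the lists are therefore differences between these libraries.

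The first comparison was the extent of binding in each condition. The DMSO list held 21401 peaks covering 28.6 Mb, or 0.939% of the genome outside assembly gaps. The MC2580 list held 13233 peaks covering 17.5 Mb, or 0.575%. The number of peaks was thus 38.2% lower after MC2580, a ratio of 0.618 (jackknife SE over chromosomes 0.0542). Leaving out single chromosomes gave ratios from 0.588 without chromosome 9 to 0.631 without chromosome 2. The ratio of covered length was 0.613 (jackknife SE 0.0618), with its lowest value of 0.557 without chromosome 19. Removing the 1 Mb bins with at least 40 peaks, an alternative chosen after seeing the data, moved the ratio of peak numbers most, to 0.439. The median peak width was 1000 bp (95% interval 995 to 1005) in DMSO and 928 bp (923 to 935) in MC2580.

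Peak scores, which the authors' peak caller assigned, had a median of 91.08 in the DMSO list (95% interval 90.21 to 92.03) and 78.1 in the MC2580 list (77.24 to 78.93). A score of at least 100 was reached by 9480 DMSO peaks (44.3%) and by 4468 MC2580 peaks (33.8%). At this cut-off the ratio of peak numbers was 0.471. Among 5449 pairs in which 1 DMSO peak overlapped 1 MC2580 peak and no other, the score was lower in MC2580 in 76.7% (Wilson 95% interval 75.5 to 77.8), and the median ratio of the scores was 0.638 (0.626 to 0.653). Because a score depends on depth, this ratio does not separate binding from depth.

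The peaks were unevenly distributed over the genome. Chromosomes 7, 9, 12 and 19 make up 15.9% of the length of chromosomes 1 to 22, X and Y, and they held 11253 DMSO peaks (52.6%) and 8540 MC2580 peaks (64.5%). On chromosome 12 there were 3928 and 2902 peaks in the DMSO and MC2580 lists, on chromosome 9 there were 3453 and 2678, and on chromosome 7 there were 2443 and 1511. Chromosome 19 had 1429 peaks in DMSO and 1449 in MC2580, a ratio of 1.01. Chromosome 1, in contrast, had 715 and 222 peaks, a ratio of 0.310.

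**Figure D1:**
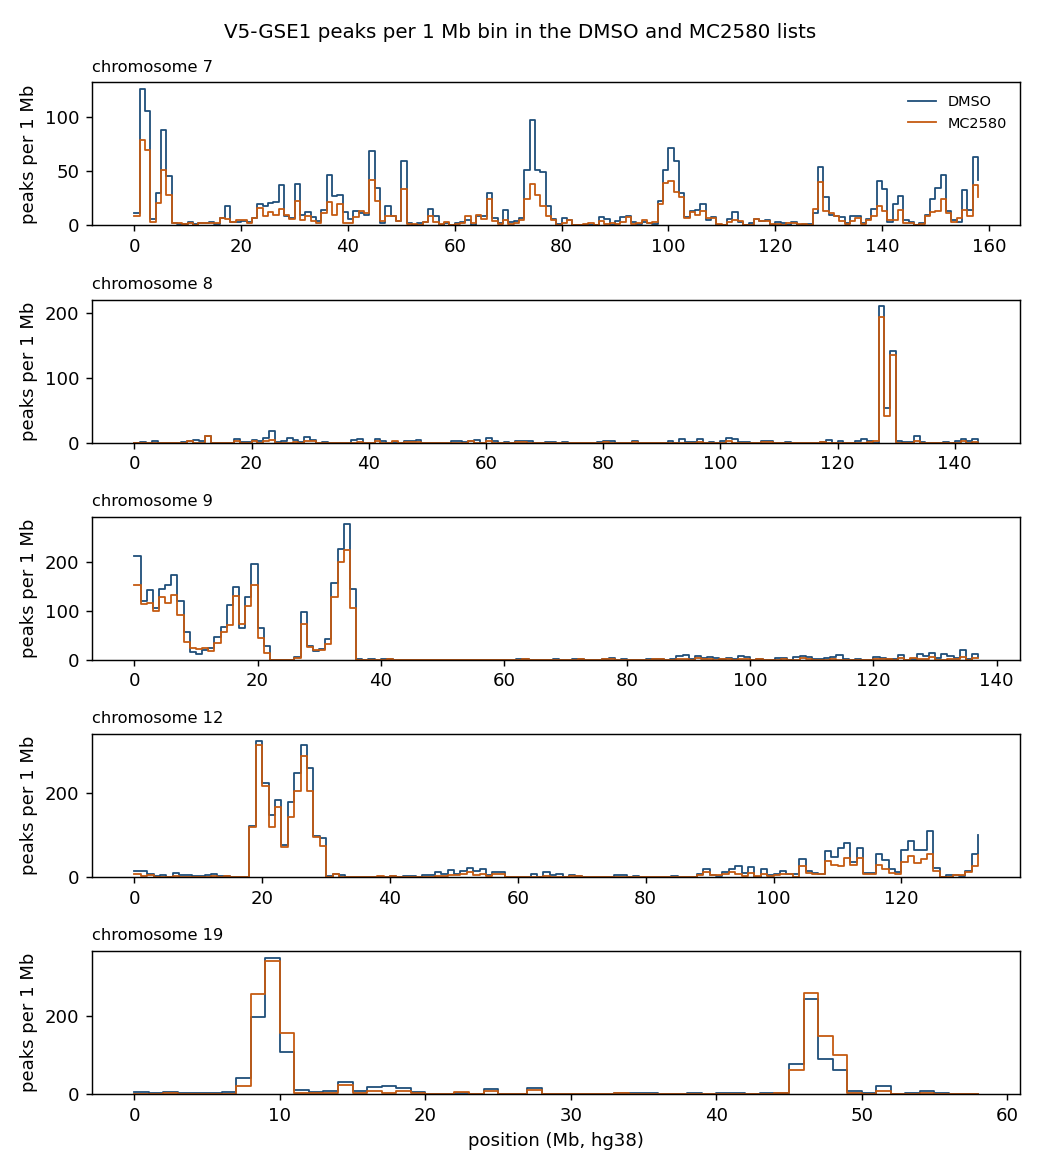
Number of peaks per 1 Mb bin (y axis) against position in Mb on 5 chromosomes (x axis) for the DMSO list (blue) and the MC2580 list (orange). On chromosome 12, the interval from 18 to 30 Mb held 2258 DMSO and 2013 MC2580 peaks.

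Of 2948 bins of 1 Mb, 118 held at least 40 peaks of both lists together. These bins covered 4.01% of the sequence and contained 10701 DMSO peaks (50.6% of those on chromosomes 1 to 22, X and Y) and 8531 MC2580 peaks (65.8%). The ratio of MC2580 to DMSO peaks was 0.797 in these bins and 0.425 elsewhere. With a minimum of 20 peaks per bin the ratios were 0.740 and 0.393, and with a minimum of 80 they were 0.839 and 0.459. The bins formed 43 runs, whose ratios were spread from 0.353 (chromosome 11, 64000001 to 66000000) to 1.26 (chromosome 10, 41000001 to 42000000), with a median of 0.610. In 5 runs the ratio was no higher than outside dense bins, and in 4 it was above 1, including both runs on chromosome 19 (1.11 and 1.21). The run with most peaks lay on chromosome 12 from 18000001 to 30000000, with 188 DMSO and 168 MC2580 peaks per Mb, against a mean of 3.5 peaks in the flanking bins. Another on chromosome 8, from 127000001 to 130000000, held 404 DMSO and 369 MC2580 peaks.

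The study defined regions bound in both conditions by an overlap of at least 1 bp. By this rule 7197 of the 21401 DMSO peaks overlapped an MC2580 peak, or 33.6% (Wilson 95% interval 33.0 to 34.3). In the other direction, 7680 of the 13233 MC2580 peaks overlapped a DMSO peak, or 58.0% (57.2 to 58.9). Random placements on the same chromosomes gave means of 3.44% and 5.58%, and none of the 1000 placements reached the observed share (permutation p = 0.001 for each, the smallest they can give). Local shifts gave higher means of 14.5% and 24.2%, against observed shares of 33.0% and 57.5% on chromosomes 1 to 22, X and Y. The overlap rule moved these shares most for MC2580 peaks: 38.2% overlapped by at least 50% of both peaks.

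Overlap rose with the score. In the lowest score decile of the DMSO list 10.6% of the peaks overlapped an MC2580 peak (Wilson 95% interval 9.32 to 11.9), and in the highest decile 87.9% did (86.4 to 89.2). For the MC2580 list the shares were 25.9% (23.6 to 28.3) and 99.2% (98.6 to 99.6). The median score of DMSO peaks was 164.4 where they overlapped an MC2580 peak and 77.5 where they did not.

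**Figure D2:**
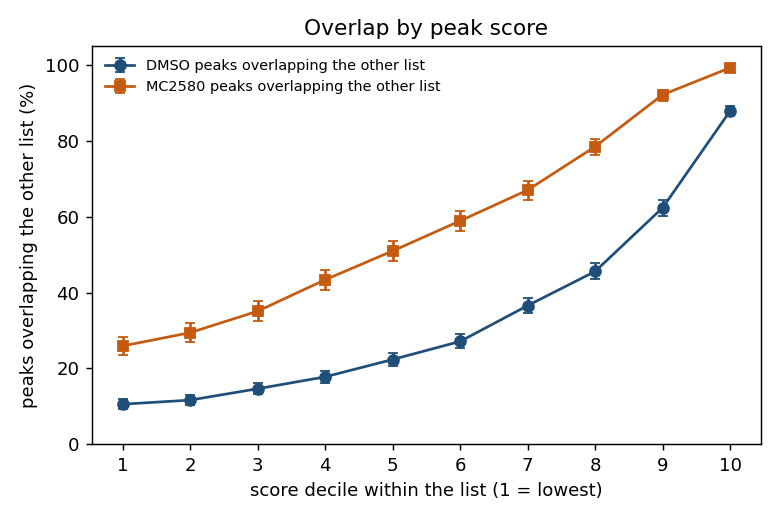
Share of peaks that overlap the other list (y axis, %) by score decile within the list (x axis), for DMSO peaks (circles) and MC2580 peaks (squares), with Wilson 95% intervals as bars. The share rose from 10.6% to 87.9% for DMSO peaks and from 25.9% to 99.2% for MC2580 peaks.

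The annotation of the peaks was compared between the lists. Promoters held 35.2% of DMSO peaks (Wilson 95% interval 34.6 to 35.9) and 31.01% of MC2580 peaks (30.2 to 31.8). Introns held 32.5% (31.9 to 33.1) and 33.6% (32.8 to 34.4), and distal intergenic sequence held 24.1% (23.6 to 24.7) and 26.0% (25.3 to 26.8). Exons or UTRs held 6.94% and 7.43%. The number of promoter peaks was 45.6% lower in the MC2580 list, against 36.1% for intronic and 33.3% for distal intergenic peaks. The promoter share depended most on the definition of a promoter: within 1 kb of a TSS it was 21.8% in DMSO and 18.0% in MC2580.

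**Figure D3:**
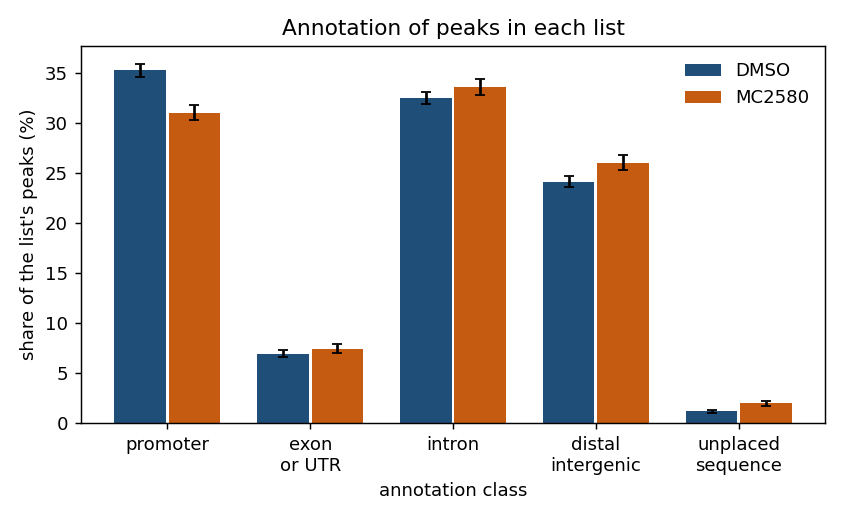
Share of each list's peaks (y axis, %) in 5 annotation classes (x axis) for DMSO (blue) and MC2580 (orange), with Wilson 95% intervals as bars. Promoters held 35.2% of DMSO peaks and 31.01% of MC2580 peaks.

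Whether promoter peaks were lost more often than other peaks was tested within the DMSO list. Of 7542 promoter peaks, 66.7% had no overlapping MC2580 peak, and of 13859 other peaks 66.2% had none. The odds ratio was 1.02 (95% interval 0.964 to 1.09; two-sided Fisher's exact test, p = 0.449). Promoter peaks had higher scores than DMSO peaks as a whole, with a median of 96.96. Within score deciles the Mantel-Haenszel odds ratio was 1.27 (1.19 to 1.37), while a promoter distance of 1 kb gave an odds ratio of 0.977 without stratification. The comparison thus depended on how score was treated and how promoters were defined.

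The promoters of 8 genes that the study examined, some of them chosen on these libraries, were then compared. All 8 had a DMSO peak within 3 kb of a TSS, and 2 of 8 had an MC2580 peak. The TSS could be that of any annotated transcript, of which CD86 had 9, IFIT3 15 and IL31RA 13. The peaks of CD86, IFIT3, GFI1B, IFI16 and IL31RA lay more than 3 kb from the outermost annotated start of the gene. IFIT3 had a peak on chromosome 10 from 89332995 to 89334458 over a TSS, with a score of 537.37, and IL31RA had one on chromosome 5 from 55856064 to 55857308, 2201 bp from a TSS, with a score of 404.79. CD86 had a peak on chromosome 3 from 122074371 to 122075509, 2335 bp from a TSS, with a score of 204.05. GFI1B had 3 DMSO peaks. The one with the highest score (261.04) lay on chromosome 9 from 132981652 to 132983012, 2941 bp from a TSS. The GFI1B peak over a TSS had a score of 83.37. The scores at IFI16 and CD48 were 147 and 120.45. None of these 6 genes had an MC2580 peak within 3 kb, and the nearest MC2580 peak was 10138 bp away for CD86.

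ICAM1 and ICAM4 were the genes with a peak in both lists. Both lay inside a single DMSO peak of 127639 bp on chromosome 19 (10249891 to 10377529, score 3100) and a single MC2580 peak of 46742 bp (10249957 to 10296698, score 3100), within a run of dense bins. Peaks of this width do not resolve single promoters, and the shared score of 3100, which many peaks have, does not show equal strength. By ChIP-qPCR, the study reported reduced GSE1 binding at both promoters after MC2580.

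Scores at the top of the lists are not a firm ranking, since 116 DMSO and 86 MC2580 peaks shared a score of exactly 3100, while 4 and 3 peaks had higher ones. The order of peaks around this value is therefore unknown. Of the peaks named below, all lay in runs of dense bins except the DMSO peaks with no MC2580 counterpart. Such runs may have a raised background, a possibility taken up in the closing section. By printed score, the 3 highest DMSO peaks lay on chromosome 7 from 2862317 to 2866946 (distal intergenic, 18009 bp from GNA12, score 3184.82), on chromosome 19 from 8632623 to 8647592 (promoter class, in NFILZ, 3170.53) and on chromosome 19 from 48300416 to 48317188 (promoter class, in ODAD1, 3144.96). The highest MC2580 peaks by printed score lay on chromosome 8 from 127787761 to 127801867 (promoter class, in PVT1, 3207.81), on chromosome 19 from 47164318 to 47180988 (exon or UTR, SAE1, 3147.16) and on chromosome 19 from 48656295 to 48669188 (exon or UTR, NTN5, 3122.11). Among DMSO peaks with no MC2580 counterpart, the highest scores were 1407.24 on chromosome 10 (62852512 to 62854440, intron of a non-coding gene, 33345 bp from EGR2), 1099.53 on chromosome 14 (50060598 to 50062594, promoter class, in LINC01588) and 1099.17 on chromosome 2 (173264237 to 173265558, intron of MAP3K20). The MC2580 peaks without a DMSO counterpart had lower scores, the highest being 359.7 on chromosome 8 (127304254 to 127307674, intron, CASC8), 278.87 on chromosome 12 (26264802 to 26267341, intron, SSPN) and 275.36 on chromosome 9 (5534100 to 5537179, exon or UTR, PDCD1LG2).

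The GSE1 gene itself (chromosome 16, 85169525 to 85676204) was examined because the cells carried an added GSE1 coding sequence. It contained 18 DMSO peaks, of which 1 overlapped a coding exon, and 8 MC2580 peaks, of which 0 did. Placements shifted within the gene overlapped coding exons with a mean of 0.821 DMSO peaks and 0.348 MC2580 peaks.

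Consensus words were counted at peak centres. The PU.1 word GAGGAAGT occurred in 2.92% of DMSO centre windows and 0.953% of the windows beside them (odds ratio 3.12, 95% interval 2.75 to 3.54). The RUNX word TGTGGTTT occurred in 4.61% and 1.56% (3.05, 2.76 to 3.37). In the MC2580 list the odds ratios were 1.77 (1.49 to 2.09) for PU.1 and 2.11 (1.83 to 2.42) for RUNX. AP-1, CEBP and GATA words gave odds ratios of 2.04, 2.03 and 1.38 in DMSO and 1.60, 1.51 and 1.23 in MC2580. Removing peak-dense bins moved these values most, for RUNX to 5.28 in DMSO and 3.63 in MC2580. The GFI1 word was slightly more frequent at DMSO centres (3.74% against 3.32%, odds ratio 1.13, adjusted p = 0.00746, two-sided Fisher's exact test) and slightly less frequent at MC2580 centres (2.99% against 3.46%, odds ratio 0.861, adjusted p = 0.0145, two-sided Fisher's exact test). With 400 bp windows the GFI1 odds ratio in DMSO was 1.06 and its adjusted p was 0.0588 by the same exact test. The difference between the lists was not tested.

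**Figure D4:**
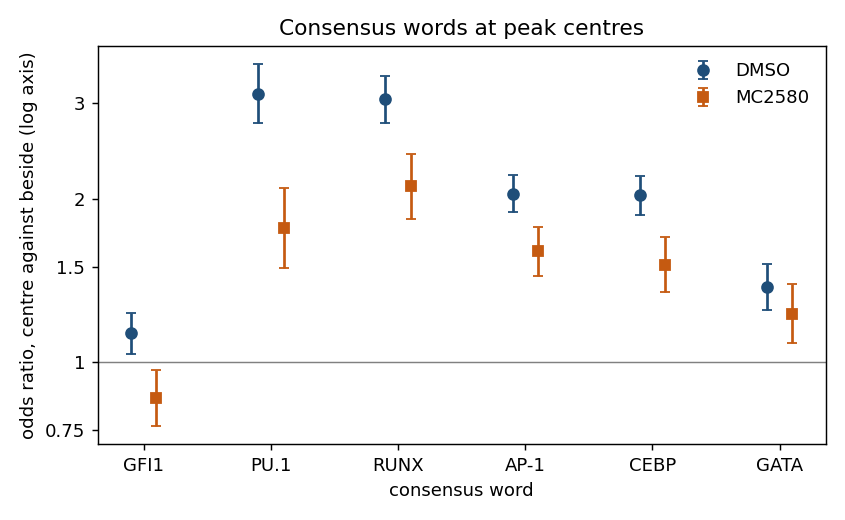
Odds ratio of finding a consensus word at peak centres against windows beside them (y axis, log scale) for 6 words (x axis), in the DMSO list (circles) and the MC2580 list (squares), with 95% intervals as bars. The PU.1 odds ratio was 3.12 in DMSO and 1.77 in MC2580.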

Values the study reported

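The study reported that the number and intensity of V5-GSE1 peaks were reduced in treated cells. In untreated cells it placed about 25% of the peaks in distal intergenic sequence, about 35% in introns and about 25% at promoters. Regions present in both conditions with a lower intensity in DMSO numbered 32. The study set this by a cut-off on the ratio of read intensities normalised for depth and length (RPKM). The scores compared above were not corrected for depth, so that their counts are not set against this number.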

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

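No paired analysis was possible because there was 1 library per condition, and for the same reason no replicate was left out. The alternatives were fixed before the data were examined, except the cut-off at the lowest DMSO score and the removal of peak-dense bins, which were chosen after seeing the data. Of 115 alternative values, 68 did not change by the rule for their kind: tested values kept their direction and side of the threshold, shares, medians and ratios stayed within the interval of the main value, and counts and lengths stayed within 1.5 times the main one, which leaves room for the moderate shifts that some of them showed. The causes of the other changes were not tested, apart from those that follow from how an alternative is built. Sequencing depth, which limits the comparison of peak numbers, was unknown and was not varied.

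A lower number of MC2580 than DMSO peaks held under every alternative, with ratios from 0.439 to 0.616. Requiring a score of at least 100 left 9480 and 4468 peaks (ratio 0.471) covering 18.1 and 10.1 Mb, with median scores of 174.63 and 161.6. Removing peak-dense bins left 10700 and 4702 peaks (ratio 0.439) covering 11.6 and 4.78 Mb (ratio 0.413), with median scores of 92.65 and 69.1. Both filters lower the counts by construction.

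The share of DMSO peaks overlapping an MC2580 peak was 32.8% without the widest peaks, 32.7% at the lowest DMSO score, 24.2% without peak-dense bins, 30.8% for an overlap of 50% of the shorter peak, 23.6% for 50% of both, 41.0% when peaks within 1 kb counted, and 46.2% for as many top-scoring DMSO peaks as the MC2580 list held. The share of MC2580 peaks overlapping a DMSO peak was 77.6% at a score of at least 100, 55.2% without the widest peaks, 60.4% at the lowest DMSO score, 56.3% without peak-dense bins, 53.7% and 38.2% under the 50% rules, and 66.4% within 1 kb.

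The promoter share was higher in DMSO than in MC2580 under each alternative run on both lists: 38.4% and 34.9% at a score of at least 100, 37.6% and 29.9% without peak-dense bins, 21.8% and 18.0% within 1 kb of a TSS, and 24.4% and 20.4% with protein-coding TSSs only. It was 37.1% for the top-scoring DMSO peaks.

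The odds ratio for loss of promoter against other DMSO peaks, 1.02 as reported, was the least stable result. It fell below 1 on chromosomes 1 to 22, X and Y (0.983) and with a 1 kb promoter (0.977), neither past the threshold by Fisher's exact test. It rose past the threshold without the widest peaks (1.08), with protein-coding TSSs (1.14), without peak-dense bins (1.26), within score deciles (1.27), within width deciles (1.21), and within score deciles without peak-dense bins (1.44). Of 36 motif values, 35 kept their direction and side of the threshold, the exception being the GFI1 word in DMSO with 400 bp windows (odds ratio 1.06). Their size was less stable: without peak-dense bins the DMSO odds ratios rose to 5.28 for RUNX and 3.16 for CEBP, and the MC2580 ones to 3.63 for RUNX, 2.75 for PU.1, 2.61 for CEBP and 2.02 for GATA.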

Other observations

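The tests of promoter enrichment, of overlap by position, of overlap within score deciles and of promoter loss were chosen only after the results they bear on were seen. The correction of overlap for chance, the motif ratio for narrower peaks and the ratio for peaks with a score of at least 100 were added later still. So was the rule that a ratio counts as different from 1 when its 95% interval excludes 1, which was set once the ratios themselves were known. The treatment, the difference that the design names, is not the cause of the peak-dense bins, since the DMSO list alone had 50.6% of its peaks on chromosomes 1 to 22, X and Y in 4.01% of the sequence. Other biological explanations were tested only as far as described here.

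Peaks were concentrated in a few 1 Mb bins. The 118 bins with at least 40 peaks held 53.5% of all distinct peaks, whereas the same number of top bins held a mean of 7.15% when peaks were placed evenly at random. Several edges were sharp. On chromosome 12, 148 peaks in the first bin of a run followed 0 in the bin before it. On chromosome 9, a bin with 184 was followed by a bin with 2. Other edges were gradual: on chromosome 9, a bin with 41 peaks adjoined a bin with 37, and a bin with 40 adjoined a bin with 31. A comparison with matched bins argues against base composition and gene density as the sole cause. A dense bin held a median of 7.78 times as many peaks as 20 GC-matched bins on other chromosomes (95% interval 2.06 to 29.5). Against bins matched also on gene number it held 6.42 times as many (2.04 to 20.2). These intervals are symmetric on a log scale and do not come from order statistics. Dense bins were chosen on peak number, which by itself raises these ratios, and the size of that effect was not tested.

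A candidate explanation is a higher background per base in these segments, for example from a gain in DNA copy number, which would let weaker sites pass the calling threshold. Input depth was not analysed here, so this was tested only through its consequences. Promoter enrichment over local shifts was 1.10 in dense bins and 1.36 in other bins weighted to the same scores, a ratio of 0.807 (0.741 to 0.879). The verdict on this ratio depends on the rule: a cut-off applied at first, slightly below the ratio, counted it against the explanation, and it counts in favour only by its interval. The pooled odds ratio for the GFI1, PU.1 and RUNX words, a choice of words made before they were counted, was 1.21 in dense bins and 2.77 in other bins, a ratio of 0.438 (0.389 to 0.493), and among peaks up to the median width the ratio was 0.396 (0.333 to 0.470). Each of the 6 words had a lower odds ratio in dense than in other bins: 1.03 and 1.22 for GFI1, 1.91 and 4.21 for PU.1, 1.21 and 5.38 for RUNX, 1.31 and 2.80 for AP-1, 1.04 and 3.26 for CEBP, and 1.02 and 1.77 for GATA. The PU.1 and AP-1 words nevertheless stayed enriched in dense bins (95% intervals 1.55 to 2.35 and 1.15 to 1.48). A background spread evenly within these segments therefore does not account for all peaks there. Whether background itself favours such words was not tested, so a background of that kind is not excluded. The interval for RUNX also excluded 1 (1.02 to 1.43), but its adjusted p was 0.0701 by two-sided Fisher's exact test. The lower motif enrichment goes with a share of background peaks, although a different kind of binding site in these segments would give the same values.

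Overlap between the lists did not decide the matter. Overlap enrichment over local shifts in dense bins was 0.0760 of that in other bins (0.0559 to 0.103), but this ratio is set largely by a ceiling: shifted peaks already overlapped at 27.6% in dense bins, so that the enrichment could reach at most 3.62 there and 90.2 elsewhere. After correction for chance, 21.4% of DMSO peaks in dense bins and 21.9% elsewhere overlapped an MC2580 peak, a ratio of 0.975 (0.755 to 1.26). This pooled value joins unlike runs. The corrected share had a median of 15.4% over the 43 runs and was no higher than elsewhere in 33 of them. It exceeded 50% in 5 runs. It was 75.1% on chromosome 21 from 10000001 to 11000000, and 70.5%, 71.4% and 57.7% in the chromosome 10 runs starting at 37000001, 41000001 and 46000001. On chromosome 8 from 127000001 to 130000000 it was 52.3%. In the runs on chromosome 19 it was 49.2% and 44.5%. No list of problematic regions was applied, so recurring artefacts in any run were not removed. The median DMSO score was 138.01 in that run on chromosome 8 and 237.79 and 180.35 in those on chromosome 19, against 91.08 in the whole list. Explanations by background and by binding cannot be told apart from position, since background can itself recur at the same places and both lists share the EV control.

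Taken over all dense bins, the number of peaks fell less than elsewhere, although single runs ranged from a ratio of 0.353 to 1.26 and 5 of 43 were no higher than outside dense bins. With bins chosen from the DMSO list alone, a choice that favours a fall there, the ratio of MC2580 to DMSO peaks was still 1.82 times that elsewhere (1.41 to 2.35), which argues against selection of the bins as the cause. Whether different peak scores play a part was not decided. Among peaks with a score of at least 100 the corresponding figure was 2.83 (1.99 to 4.01). That cut used each list's own scores, whose medians without dense bins were 92.65 in DMSO and 69.1 in MC2580. The cut can therefore remove more MC2580 peaks elsewhere and raise the figure by itself. Within score deciles the odds ratio of overlap, dense against other bins, was 4.59 (4.24 to 4.96), a value inflated by the higher chance overlap in dense bins. A background that the drug does not lower may account for the smaller fall in some of the runs, but the spread between runs was not tested, and neither was the effect of the unknown depth of the libraries on each kind of bin.

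The peak names of the DMSO list ran to 22566 with 1165 numbers absent, whereas the MC2580 list had 0 absent. The lowest DMSO score was 51.59, against 50.04 in MC2580. Removal of the lowest-scoring peaks is a possible explanation. The test chosen beforehand extrapolated the density of DMSO scores just over the lowest one, and the absent numbers were 1.27 times that prediction (1.17 to 1.39), more than counting error allows. A second calculation, made after this value was known, scaled the prediction by the MC2580 list and gave 0.987. In the MC2580 list, which lacked no numbers, the first extrapolation fell short in the same way, with 1.29 times the predicted peaks. Its excess therefore does not count against removal of the lowest-scoring peaks. The second calculation was made afterwards and rests on the other list, so the origin of the gaps stays open. Applying the same lowest score to both lists changed the ratio of peak numbers to 0.576.

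Promoter peaks were lost more often than other peaks of the same score, with an odds ratio of 1.27. Peak-dense bins do not account for this, as the odds ratio was 1.44 (1.28 to 1.61) without them and 1.07 (0.973 to 1.17) within them. Wide or unplaced peaks do not either, as it was 1.24 (1.16 to 1.33) without them. The pattern was 1 of several outcomes among the alternatives for this result, some of which lay below 1, and stratification was not combined with a 1 kb promoter. Loss of promoter binding under the drug is a hypothesis that these libraries, 1 per condition, leave untested. The study examined it separately by ChIP-qPCR at a panel of promoters and reported reduced binding after MC2580.

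Reads of the added GSE1 coding sequence were considered for the peaks at the GSE1 gene. DMSO peaks overlapped coding exons 1.22 times as often as shifted placements, which rests on 1 peak, and 17 of the 18 DMSO peaks and all 8 MC2580 peaks lay off the coding exons. The construct therefore does not account for these peaks as a set.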
